A study of Mus musculus with 21 samples. Its data were reported in "Dynamic Analysis of Gene Expression and Genome-wide Transcription Factor Binding during Lineage Specification of Multipotent Progenitors" (2013).

How the data were processed

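Expression was measured in 7 fractions of haematopoietic cells sorted from the bone marrow of C57BL/6 mice, with 3 arrays per fraction and 21 arrays in all. Per the labels, total RNA was amplified and labelled with Cy3 together with a mixture of synthetic spike-in RNAs, and each sample was hybridised alone to a whole mouse genome array, so that every array carried 1 colour. Fractions and replicate numbers were taken from the sample labels.

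The deposited scanner files hold, for each spot, a background-corrected intensity on a linear scale that the authors obtained with Agilent Feature Extraction 10.7.1.1, with flags for outlier spots, saturation and signal well above background. The deposited series table holds log2 values that the authors normalized between arrays. Its values ranked the probes of each array as the scanner values did (rank correlation 0.9998 to 1.000), and the sorted values differed little between columns (median SD 0.0202). That table served as an alternative. The software used for it was not stated in the labels.

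The main values were log2 of the background-corrected intensity minus the 75th percentile of the same array over the 43379 spots that were not controls. A level of 0 therefore equals the 75th percentile of the array. Between 80 and 283 spots per array were left out as outliers, no spot was saturated, and spots of the same probe were averaged, which left 41174 probes. Probes well above background on all 3 arrays of at least 1 fraction were tested, 29532 in number. Gene symbols came from RefSeq accessions matched to a table of the GRCm38.p6 assembly, used for names only; 26682 probes (64.8%) received a symbol. Of the probes tested, 20999 carried a symbol, for 14311 distinct symbols. The probe annotation of the arrays names the build mm9, and no coordinates are given since the builds differ. Where several probes named a gene, the probe with the highest mean over the 21 arrays was reported.

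Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), in a single fit with a mean for each fraction and no block, so that all fractions shared the estimate of the spread of each probe. All adjusted p values of genes and probes come from limma with Benjamini-Hochberg adjustment over the probes tested, within each comparison. A probe was called at an adjusted p under 0.05 and a change of at least 2-fold. The median residual SD was 0.256 on the log2 scale with 14 residual degrees of freedom; the number of arrays limits the precision. Means are given with the SD over 3 arrays. For a group with no array well above background, a fold is a lower bound: the brighter mean was set against the mean of, per array, the higher of the dim probe's signal and the lowest signal among probes well above background. Medians of lists are also given with such genes at their bound, and with genes that had no array well above background in either fraction at 0. Erythroid and myeloid signatures were defined from the comparisons among KLS, CFUe and GMP as given with their results. They were tested in PreMegE against PreGM with camera at an inter-gene correlation of 0.01. The procedure was tested on simulated data for CFUe vs KLS with 29532 probes, of which 200 were changed by 2 on the log2 scale. The fit called 174 of them (87%) and 2 unchanged probes. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

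The comparisons, the tests, most of the alternatives and the rule for named genes were fixed before the data were examined. Named genes are those on marker lists written at that point (factors; genes the study names; sorting antigens; erythroid, granulocytic, megakaryocyte, B cell, T cell, mast cell or basophil, stem, immediate early, cell cycle and sex-chromosome genes). They also include, for each of the 6 steps and the 3 lineage comparisons, the 3 genes with the largest rise and the 3 with the largest fall among called probes that had a symbol, were well above background and not saturated on all 6 arrays, and had no overlap between the fractions. Some genes that meet this rule are not reported here. Probes were matched for 9 of 11 sorting genes, 9 of 13 erythroid genes, 12 of 13 granulocytic genes and 9 of 10 B cell genes, and for every gene of the other lists. The unmatched genes were not analysed here. A macrophage list of 12 genes was added after Vcam1, C1qc and Fcna had been seen among the largest changes.

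Alternatives were quantile scaling, scaling to the spike-in probes (7 of 10 sequences, those well above background at every spot), no filter on dim probes, the slide as a block, the replicate number as a block, the series table, no minimum fold change, 1 probe per gene, a fit of the compared fractions alone, and leaving out each array in turn. A normexp background correction with an offset of 50, applied to the median pixel intensity, and a block for sex-chromosome transcripts were chosen after seeing the data. All arrays were scanned on 1 day, so no block for the scan date was fitted. The arrays lay on 9 slides. Residuals of arrays that shared a slide had a median correlation of 0.117 over 15 pairs from different fractions, against 0.000796 over the 174 pairs on different slides, and counts with the slide as a block are given beside the main ones.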

Results

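Transcript levels were measured by array in 7 fractions sorted from mouse bone marrow, with 3 arrays per fraction. KLS is the most immature of them, PreMegE, CFUe and Ter119 follow in order on the erythroid side, and PreGM, GMP and Mac1Gr1 on the myeloid side. The labels define KLS as lineage-negative cells positive for Kit and Sca1, and the 4 intermediate fractions by CD150, CD105 and Fc gamma receptors. Ter119 cells carried CD71 and Ter119, and Mac1Gr1 cells carried Mac1 and Gr1. The share of probes well above background was 70.5% ± 6.30 (SD, n = 3) in KLS, 67.4% ± 3.08 in PreMegE, 61.2% ± 4.18 in CFUe, 64.0% ± 3.22 in Ter119, 65.7% ± 2.91 in PreGM, 67.8% ± 7.66 in GMP and 62.8% ± 3.06 in Mac1Gr1.

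All 21 arrays correlated best with an array of their own fraction. The correlations are across probes, which are not independent replicates. Within fractions they lay between 0.977 (CFUe) and 0.993 (PreGM), and the highest correlation between fractions was 0.964, for KLS and PreGM. The first component held 52.7% of the variance and set Ter119 and Mac1Gr1 apart from the 5 progenitor fractions. The second component held 16.9% and set CFUe and Ter119 apart from the myeloid fractions and KLS.

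**Figure D1:**
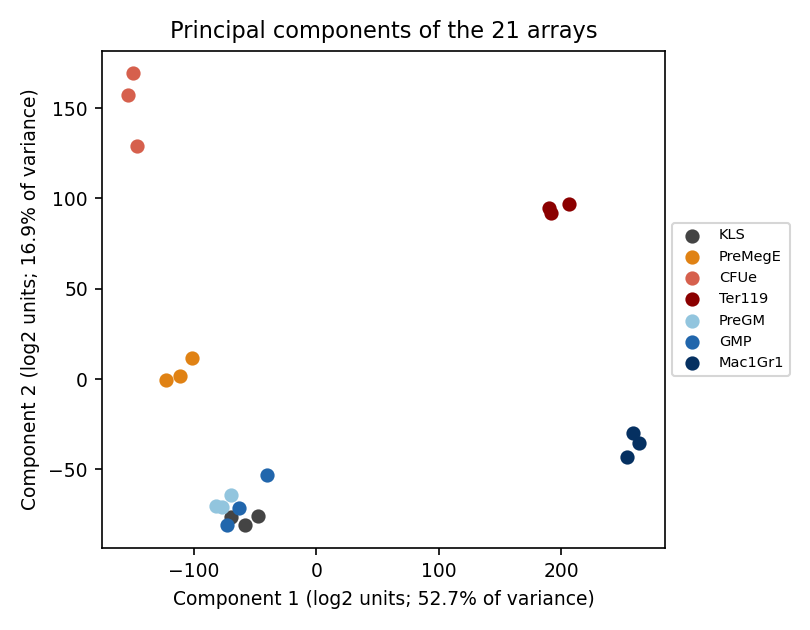
Scores of the 21 arrays on the first component (x axis, 52.7% of variance) and the second (y axis, 16.9%), in log2 units, from probes with a value on every array. Each point is 1 array coloured by fraction; Ter119 and Mac1Gr1 lie at the right and CFUe at the upper left.

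The moderated F-test of limma found 27963 of the 29532 probes tested (94.7%) to differ among the 7 fractions. Each step of both lineages was then compared to ask how expression changes as progenitors mature. On the erythroid side, 3678 probes were called between PreMegE and KLS (1026 higher, 2652 lower). Between CFUe and PreMegE 7267 were called (2869 higher, 4398 lower), and between Ter119 and CFUe 16884 (8786 higher, 8098 lower). On the myeloid side, 2544 probes were called between PreGM and KLS (625 higher, 1919 lower). Between GMP and PreGM 3074 were called (1173 higher, 1901 lower), and between Mac1Gr1 and GMP 16784 (8671 higher, 8113 lower). Relative to KLS, 10587 probes were called in CFUe (4882 higher, 5705 lower) and 6408 in GMP (2342 higher, 4066 lower).

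The lineages were also compared stage by stage. PreMegE and PreGM differed in 3553 probes (1665 higher in PreMegE, 1888 lower). CFUe and GMP differed in 7687 (3428 higher in CFUe, 4259 lower), and Ter119 and Mac1Gr1 in 12393 (6478 higher in Ter119, 5915 lower). Among the 11 comparisons, the largest move of a count was that of GMP vs PreGM under spike-in scaling, to 14507 probes. For 8 of the 11, dropping the minimum fold change moved the count further than spike-in scaling did. Without the minimum fold change the side with more calls changed in PreGM vs KLS (4209 higher, 3428 lower), CFUe vs PreMegE (7921 and 7044), CFUe vs KLS (10458 and 7850), GMP vs KLS (7296 and 6542), CFUe vs GMP (9148 and 6519), PreMegE vs PreGM (4085 and 4051) and Ter119 vs Mac1Gr1 (9694 and 9852). PreMegE vs KLS came near to even (3777 and 3839), so the excess of falls from KLS depends on the 2-fold minimum. Spike-in scaling also shifted the median of all probes, from between -0.03 and 0.21 over the 11 comparisons to between -1.86 (Mac1Gr1 vs GMP) and 0.99 (GMP vs PreGM). Quantile scaling turned the larger side in Ter119 vs CFUe (7299 higher, 9343 lower) and Mac1Gr1 vs GMP (7817 and 8560). It also did so in Ter119 vs Mac1Gr1 (5678 and 6595) and CFUe vs KLS (5315 and 5264). The series table turned the same comparisons. Counts and directions here are therefore relative to the 75th percentile of each array. Normexp turned CFUe vs KLS (3599 and 3193) and Ter119 vs Mac1Gr1 (3291 and 3890). With 1 probe per gene, Ter119 vs CFUe (4280 and 4464) and Mac1Gr1 vs GMP (3892 and 4378) turned. With the slide as a block, 2913, 7158 and 16771 probes were called at the erythroid steps and 1851, 3017 and 16661 at the myeloid steps. The same block gave 9753 for CFUe vs KLS, 6308 for GMP vs KLS, and 3414, 7434 and 11597 for the lineage comparisons.

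**Figure D2:**
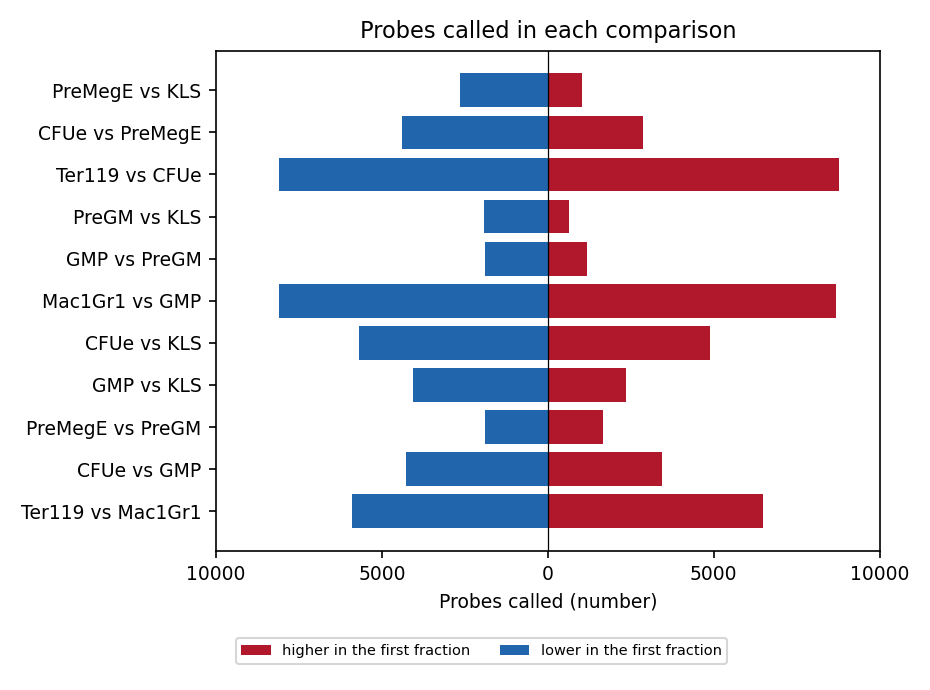
Number of probes called (x axis) in each of the 11 comparisons (y axis); bars to the right are probes higher in the fraction named first and bars to the left are probes lower in it. The longest bars belong to Ter119 vs CFUe (8786 and 8098) and Mac1Gr1 vs GMP (8671 and 8113).

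Among probes well above background on all 6 arrays, the largest rises from KLS to PreMegE were Rec114 (log2 change 5.96 ± 0.36 SE, adjusted p 1.96e-09), Csrp3 (5.65) and Zg16 (5.55). The largest falls were Dntt (-7.34), Procr (-7.07) and Ccl3 (-6.87). From PreMegE to CFUe, Fads3 (6.78 ± 0.19, adjusted p 4.05e-13) and Cldn13 (6.29) were among the largest rises, and Ctla2a (-8.93), Ctla2b (-8.68) and Rgs1 (-7.34) fell most. Ctla2a and Ctla2b are related genes and their probes were not tested for cross-hybridisation. From CFUe to Ter119 the largest rises were Alas2 (12.86 ± 0.29, adjusted p 1.56e-15), Retnlg (12.59) and Slc4a1 (11.81). The largest falls at that step were Mt2 (-7.01), Arhgef25 (-6.91) and Car1 (-6.62). Retnlg rose in a fraction that also carried granulocytic transcripts, as given for the granulocytic list.

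Among probes limited in the same way, from KLS to PreGM F13a1 (4.84 ± 0.71, adjusted p 1.20e-04), Mefv (4.64) and Ccr2 (4.07) rose most, and Vcam1 (-7.12), C1qc (-6.89) and Fcna (-6.62) fell most. From PreGM to GMP, Prg2 (8.90 ± 0.53, adjusted p 3.96e-09), Wfdc21 (6.65) and Rnase2a (6.58) rose most, while Dntt (-7.05), Robo4 (-6.14) and Aqp1 (-5.63) fell most. From GMP to Mac1Gr1 the largest rises were Ltf (13.54 ± 0.80, adjusted p 8.69e-11), Mmp8 (11.66) and Chil1 (11.62). Ppic (-7.08), Elane (-6.94) and Prtn3 (-6.76) fell most at that step.

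Between the lineages, again among probes well above background on all 6 arrays, PreMegE exceeded PreGM most in Cavin2 (6.56 ± 0.42, adjusted p 5.07e-09), Fbxl13 (5.12) and Hspb1 (4.99). Hspb1 varied over PreMegE replicates 1 to 3 (0.50, 3.55 and 2.60), in the order of the heat shock gene Hspa1b (3.74, 5.73 and 5.30). PreGM exceeded PreMegE most in Ccl3 (-7.29), Ly86 (-6.31) and Dntt (-6.27). CFUe exceeded GMP most in Aqp1 (11.16 ± 0.29, adjusted p 1.63e-14), Sphk1 (10.31) and Car1 (9.03). GMP exceeded CFUe most in Hp (-10.07), Ms4a3 (-9.99) and Ly6c2 (-9.69). The largest excesses of Ter119 over Mac1Gr1 included Alas2 (11.21 ± 0.29, adjusted p 1.47e-14) and Rec114 (10.37). In the opposite direction the largest differences were smaller, at -3.44 for Arhgap9, -3.23 for Vnn3 and -3.21 for Dnah6. The Ter119 arrays also carried granulocytic transcripts, as given for the granulocytic list, so these sizes may not be those of erythroid cells alone.

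Next, the transcripts of the factors GATA1, GATA2 and PU.1 (Spi1) were followed over the fractions. Gata1 stood at -1.94 ± 0.47 (SD, n = 3) in KLS, 2.51 ± 0.03 in PreMegE, 3.15 ± 0.09 in CFUe and 0.84 ± 0.43 in Ter119. On the myeloid side it stood at -0.71 ± 0.28 in PreGM, -2.87 ± 0.31 in GMP and -3.22 ± 0.21 in Mac1Gr1. The rise from KLS to PreMegE was 4.44 on the log2 scale (limma adjusted p 5.06e-10), followed by 0.64 to CFUe, which was under 2-fold (adjusted p 0.0341). It then fell by 2.30 to Ter119 (adjusted p 1.31e-07). Gata1 also rose by 1.23 from KLS to PreGM (adjusted p 0.00133), a call that did not hold under spike-in scaling (0.61, adjusted p 0.155) or with the slide as a block (0.92, adjusted p 0.170). From PreGM to GMP it fell by 2.16 (adjusted p 4.03e-06), and from GMP to Mac1Gr1 no difference was called (adjusted p 0.189). GMP lay below KLS by less than 2-fold (-0.93, adjusted p 0.00390); leaving out KLS replicate 1 (-1.10), KLS replicate 2 (-1.04) or GMP replicate 3 (-1.10) carried it past 2-fold.

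Gata2 stood at 2.78 ± 0.18 (SD, n = 3) in KLS and was highest in PreMegE, at 5.22 ± 0.23. It stood at 2.25 ± 0.16 in CFUe and 0.14 ± 0.36 in Ter119, and at 2.83 ± 0.25 in PreGM, 0.71 ± 0.13 in GMP and -1.45 ± 0.36 in Mac1Gr1. The change from KLS was 2.45 to PreMegE (limma adjusted p 9.56e-08) and 0.06 to PreGM (adjusted p 0.879). It fell by 2.97 from PreMegE to CFUe (adjusted p 4.67e-09), and by 2.12 from PreGM to GMP (adjusted p 9.13e-07). The other Gata2 probe gave the same directions in the called comparisons. It changed the call in CFUe vs KLS (-1.04, against -0.52) and in CFUe vs GMP (0.92, against 1.54).

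Spi1 stood at -0.72 ± 0.18 (SD, n = 3) in KLS, -2.16 ± 0.15 in PreMegE and -6.03 ± 0.97 in CFUe, where it was well above background on 1 of 3 arrays. It stood at 0.07 ± 0.35 in Ter119, 0.53 ± 0.58 in PreGM, 0.74 ± 0.21 in GMP and 2.65 ± 0.07 in Mac1Gr1. It fell by 1.45 from KLS to PreMegE (limma adjusted p 0.00582; with the slide as a block -0.66, adjusted p 0.386) and by 3.86 from PreMegE to CFUe (adjusted p 1.38e-07). The rise of 6.09 from CFUe to Ter119 (adjusted p 7.62e-11) was measured in a fraction that also carried granulocytic transcripts. From KLS to PreGM Spi1 rose by 1.24 (adjusted p 0.0168). That call was lost under spike-in scaling (0.62) and when KLS replicate 1 (1.16, adjusted p 0.0578), KLS replicate 2 (1.22, adjusted p 0.0520), PreGM replicate 1 (1.06, adjusted p 0.0798) or PreGM replicate 2 (1.09, adjusted p 0.0710) was left out. From PreGM to GMP no difference was called (adjusted p 0.719). The rise of 1.91 from GMP to Mac1Gr1 (adjusted p 1.25e-04) became -0.14 under spike-in scaling (adjusted p 0.722). Over the 33 pairs of factor and comparison, 27 were called, and 30 had an adjusted p under 0.05 over all probes, as did 30 adjusted over the list alone.

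**Figure D3:**
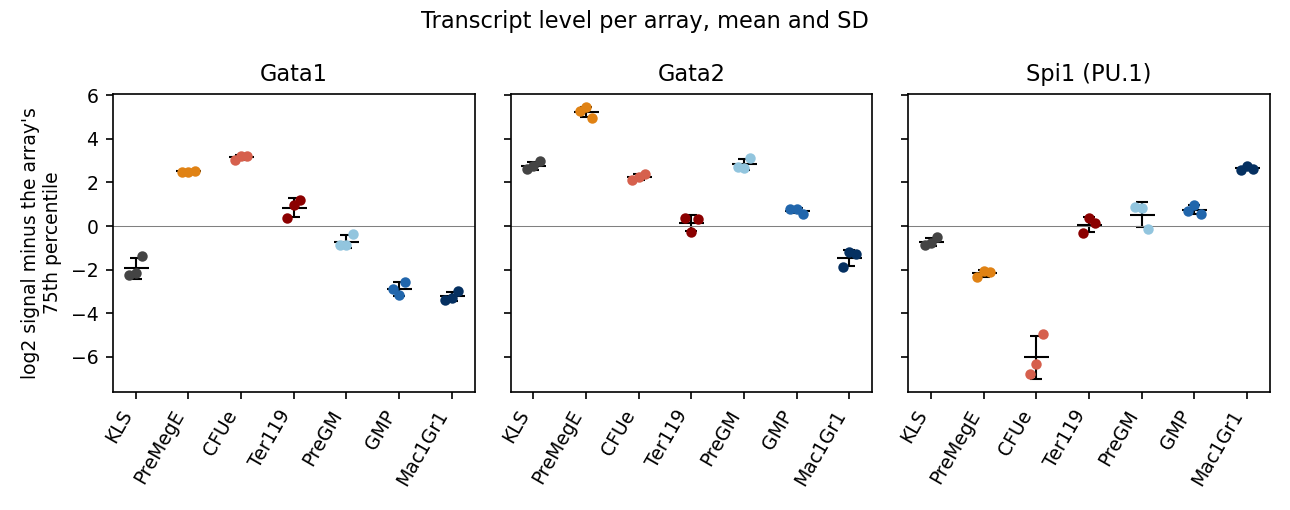
Levels of Gata1, Gata2 and Spi1 (PU.1) on each array (points; y axis, log2 signal minus the 75th percentile of the array) by fraction (x axis), with the mean and SD of 3 arrays. Gata1 was highest in CFUe (3.15), Gata2 in PreMegE (5.22) and Spi1 in Mac1Gr1 (2.65).

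Genes named by the study were compared between the lineages at the same stages. Gfi1b exceeded its myeloid counterpart at each stage, by 2.45 ± 0.17 (SE) in PreMegE vs PreGM, 7.66 ± 0.17 in CFUe vs GMP and 4.43 ± 0.17 in Ter119 vs Mac1Gr1. Csf1r was lower, by -5.94, -6.54 and -1.43; it was well above background on 2 of 3 CFUe arrays, and the last of these was not called with the slide as a block (-0.74, adjusted p 0.0568). Csf3r differed by -4.46 and -3.17 at the first and last stage. It was not well above background on any CFUe array and was at least 74.9-fold higher in GMP. Csf2ra did not differ between PreMegE and PreGM (-0.04, limma adjusted p 0.891) and differed by -3.05 and -2.18 afterwards. Mpo differed by -3.45, with a value on 2 of 3 PreMegE arrays, and by -7.18 in CFUe vs GMP. Cd52 differed by -3.64 and -7.93. Between Ter119 and Mac1Gr1 neither Mpo (1.24, adjusted p 0.0806) nor Cd52 (-1.45, adjusted p 0.0686) was called. Mpo was called there under quantile scaling (1.75), with the series table (1.63) and in a fit of the 2 fractions alone. Cd52 was called there under normexp (-1.57), spike-in scaling (-2.17), the sex-chromosome block (-3.67) and in a fit of the 2 fractions alone. Lyz1 (-1.38, adjusted p 0.0715) and Lyz2 (-1.32, adjusted p 0.120) were not called between PreMegE and PreGM; both were called under normexp (-1.33 and -1.29), the sex-chromosome block (-2.52 and -2.54) and in a fit of the 2 fractions alone. In CFUe vs GMP they differed by -7.26 and -7.12, with 2 and 1 of 3 CFUe arrays well above background. Between Ter119 and Mac1Gr1, Lyz2 was called (-2.04, adjusted p 0.00683), but not with the slide as a block (-0.67, adjusted p 0.428). Lyz1 was not called there (-1.19, adjusted p 0.0644), but was under normexp (-1.30), spike-in scaling (-1.91), the sex-chromosome block (-2.89) and in a fit of the 2 fractions alone. The main fit shares its spread with CFUe, whose arrays had an SD of 2.29 for Cd52, 1.95 for Mpo, 1.86 for Lyz1 and 2.01 for Lyz2. For Cd52 the SD was 0.13 in Ter119 and 0.09 in Mac1Gr1. A missing call of these 4 genes therefore does not show that 2 fractions were alike.

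Marker lists were summarised by their median change. The 9 erythroid genes had medians of 3.21 in PreMegE vs PreGM, 6.55 in CFUe vs GMP and 8.22 in Ter119 vs Mac1Gr1, and 7, 8 and 8 genes were called higher. With the genes below background at their bound these medians were 3.21, 5.62 and 7.87. Klf1 (4.07, 8.13 and 6.39) and Epor (4.09, 8.13 and 6.08) were higher at each stage. From KLS to PreMegE the erythroid median was 0.37 (mean 1.85, with 4 genes called higher and 0 lower), and -0.09 under spike-in scaling. The 12 granulocytic genes had a median of -0.11 in PreMegE vs PreGM (mean -0.90; median 0.05 under spike-in scaling, and also 0.05 with genes at their bound), with 5 called lower, and of -5.39 in CFUe vs GMP, with 9 called lower. Between Ter119 and Mac1Gr1 their median was -0.45 (2 called higher, 2 lower), and -1.17 under spike-in scaling. With the sex-chromosome block, which is estimated from CFUe and PreGM alone, 0 were called higher there and 9 lower. Their median between Ter119 and CFUe was 9.34 (9.30 with genes at their bound), with all 12 called higher. The 9 megakaryocyte genes had a median of 2.02 in PreMegE vs KLS (6 called higher, 1 lower) and -3.71 in CFUe vs PreMegE (-2.82 with genes at their bound, 9 called lower). The 9 stem cell genes had medians of -6.98 in CFUe vs KLS (9 called lower) and -3.88 in GMP vs KLS (7 called lower). The 12 cell cycle genes had a median of -2.01 in Mac1Gr1 vs GMP (12 called lower) and -1.09 in Ter119 vs CFUe (8 called lower). In Ter119 vs CFUe their median was -2.50 under spike-in scaling. With the sex-chromosome block, 1 of them was called higher there and 4 lower.

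To ask which probes set the committed progenitors of each lineage apart, a signature for each was defined from the comparisons among KLS, CFUe and GMP. The erythroid signature, called higher in CFUe than in both KLS and GMP, held 2044 probes, and the myeloid signature, called higher in GMP than in both KLS and CFUe, held 1200. Both lineages lost 2754 probes from KLS (called lower in CFUe and in GMP) and gained 701. Unchanged fractions simulated 20 times on the same arrays gave at most 1 probe in any of these sets. Dropping the minimum fold change moved the shared gain most, to 4702 probes, and spike-in scaling gave 422 erythroid and 4135 myeloid probes. Over all probes, the changes from KLS to CFUe and to GMP correlated at r = 0.451, and 69.6% had the same sign. The simulated fractions, which share the KLS arrays in the same way, gave 0.503 and 66.7%.

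The mean levels of PreMegE and PreGM took no part in defining the signatures and were used to ask whether these were already apart at the first stage. Their arrays did enter the shared spread and the filter on dim probes. A fit of KLS, CFUe and GMP alone gave 1980 erythroid and 1136 myeloid probes. Erythroid signature probes were higher in PreMegE by a median of 0.34 (camera p 5.48e-16), with 75.7% of probes higher. Myeloid signature probes had a median of -0.87 (camera p 1.69e-36), with 87.3% lower. Both held under fry (1.47e-07 and 1.93e-11) and with an estimated inter-gene correlation (0.00480 and 7.47e-05). Under spike-in scaling, which also changed the signatures, the medians were 1.63 and -0.21. The array medians of the erythroid signature were -0.78 ± 0.06 (SD, n = 3) in PreMegE and -1.45 ± 0.05 in PreGM, against -1.50 ± 0.07 in KLS and 0.59 ± 0.05 in CFUe. Those of the myeloid signature were -2.96 ± 0.10 in PreMegE and -1.68 ± 0.02 in PreGM, against -2.35 ± 0.11 in KLS and -0.14 ± 0.04 in GMP.

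**Figure D4:**
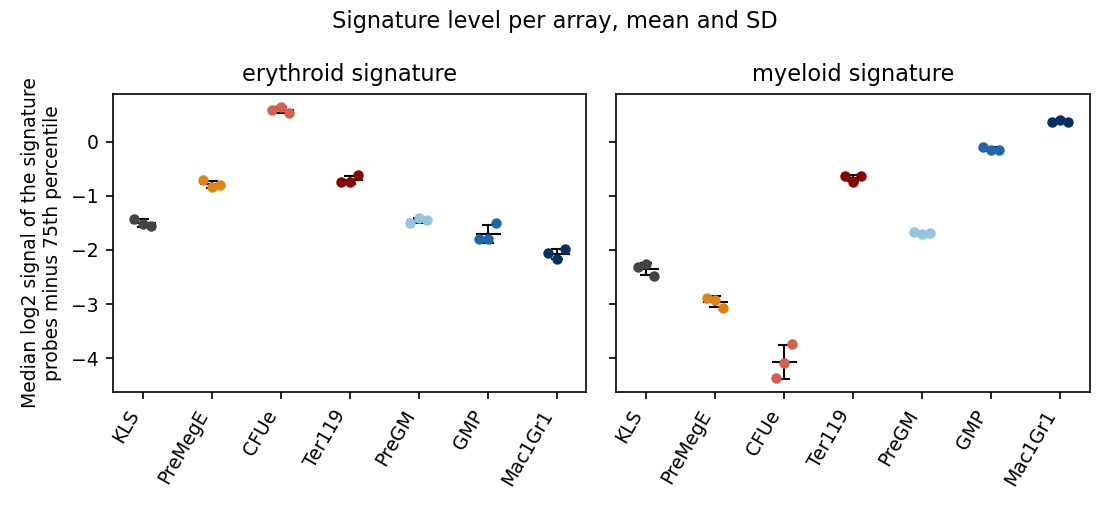
Median level of the erythroid (left) and myeloid (right) signature probes on each array (points; y axis, log2 signal minus the 75th percentile of the array) by fraction (x axis), with the mean and SD of 3 arrays. The erythroid median was -0.78 in PreMegE and -1.45 in PreGM, and the myeloid median -2.96 and -1.68; KLS, CFUe and GMP were used to choose the probes.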

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

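The tests of a difference between the lineages, of the scaling between arrays and of the origin of the animals, and the leukocyte test, were chosen after the levels had been seen. For 5 changes of the 3 factors, the difference between the lineages at the same step was itself tested with limma and had an adjusted p under 0.05; for Gata2 at the third step it had not (0.06, adjusted p 0.888).

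Gata1 rose by 0.64 at the second erythroid step (PreMegE to CFUe), and had a change of -2.16 at the second myeloid step (PreGM to GMP), a difference of 2.80 ± 0.34 (SE, adjusted p 6.93e-06). At the third step it changed by -2.30 from CFUe to Ter119 and by -0.35 from GMP to Mac1Gr1, a difference of -1.95 ± 0.34 (adjusted p 1.18e-04). Over 6 alternatives the second-step difference lay between 1.27 (spike-in scaling) and 2.89 (sex-chromosome block), with adjusted p values up to 0.0184. The third-step difference lay between -2.57 (normexp) and -1.31 (spike-in scaling), with adjusted p values up to 0.0251.

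Gata2 fell in both lineages at the second step, by -2.97 and -2.12, a difference of -0.85 ± 0.29 (adjusted p 0.0311). Over the same alternatives the Gata2 difference lay between -2.38 (spike-in scaling, adjusted p 6.60e-05) and -0.64 (slide as a block). With the slide as a block its adjusted p was 0.282, so this one rests on leaving slides out of the model.

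Spi1 changed by -3.86 at the second erythroid step and by 0.22 at the second myeloid step, a difference of -4.08 ± 0.51 (adjusted p 9.01e-06). At the third step it changed by 6.09 and 1.91, a difference of 4.19 ± 0.51 (adjusted p 2.61e-06). Both differences involve CFUe, where Spi1 was well above background on 1 of 3 arrays, and normexp gave smaller ones, -1.57 and 1.51. The third-step difference also involves Ter119, in which 97.8% of the probes that mark Mac1Gr1 were called higher than in CFUe. Spi1 is itself high in Mac1Gr1, so RNA from leukocytes in the Ter119 fraction is a candidate explanation for its rise there.

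Scaling between arrays was tested as the explanation of all 5 differences. With spike-in scaling, 5 of 5 kept their sign and an adjusted p under 0.05, which argues against scaling as their whole cause. With a block for the sex-chromosome transcripts, 4 of the 4 differences of Gata1 and Spi1 kept their sign and an adjusted p under 0.05 (2.89 and -2.14 for Gata1, -3.98 and 3.98 for Spi1). Only CFUe and PreGM estimate that block, and it carries anything else that sets their replicate 3 apart. In the other fractions origin and fraction cannot be told apart, so the origin of the animals stays open. For Gata2 the difference was -0.74 (adjusted p 0.0535) with that block, and the origin stays open there too. A biological difference between the lineages stays open as well and, for Spi1 at the third step, so does leukocyte RNA.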

How the results depend on the processing

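The normexp correction and the sex-chromosome block were chosen after seeing the data. Normexp on the mean pixel intensity was planned and not run, and the median pixel intensity took its place. A block for the scan date was not run because all arrays were scanned on 1 day. All 18 counts and set tests stayed within 1.5 times their main value, or on their side of the threshold, under quantile scaling, no filter on dim probes, the series table, the slide block, the replicate block and the sex-chromosome block. The 15 of them refitted on the compared fractions alone did so too, as did all when each array was left out. Among the counts, the widest of these ranges were 2167 (without PreGM replicate 1) to 2845 (without PreGM replicate 3) for PreGM vs KLS and 668 (without CFUe replicate 2) to 893 (without KLS replicate 3) for the shared gain.

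With 1 probe per gene, which tests fewer probes, the counts were 1958 (PreMegE vs KLS), 3701 (CFUe vs PreMegE), 8744 (Ter119 vs CFUe), 1263 (PreGM vs KLS), 1618 (GMP vs PreGM), 8270 (Mac1Gr1 vs GMP), 5464 (CFUe vs KLS), 3071 (GMP vs KLS), 1773 (PreMegE vs PreGM), 3890 (CFUe vs GMP), 6169 (Ter119 vs Mac1Gr1), 13699 (any fraction), and 1054, 668, 1288 and 370 for the erythroid, myeloid, shared loss and shared gain sets. With no minimum fold change, which only loosens the call, they were 7616 (PreMegE vs KLS), 14965 (CFUe vs PreMegE), 7637 (PreGM vs KLS), 7781 (GMP vs PreGM), 18308 (CFUe vs KLS), 13838 (GMP vs KLS), 8136 (PreMegE vs PreGM), 15667 (CFUe vs GMP), 19546 (Ter119 vs Mac1Gr1), and 6700, 2640, 4266 and 4702 for the sets.

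Normexp with an offset of 50 gave 2106 (PreMegE vs KLS), 4035 (CFUe vs PreMegE), 1210 (PreGM vs KLS), 1644 (GMP vs PreGM), 6792 (CFUe vs KLS), 4101 (GMP vs KLS), 1917 (PreMegE vs PreGM), 4749 (CFUe vs GMP), 7181 (Ter119 vs Mac1Gr1), 1511 (shared loss) and 446 (shared gain); the cause was not tested. It moved the share called higher in Mac1Gr1 vs GMP from 51.7% to 62.6%.

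Spike-in scaling gave 5615 (PreGM vs KLS), 14507 (GMP vs PreGM), 17688 (CFUe vs GMP), 422 (erythroid set), 4135 (myeloid set) and 246 (shared gain). This scaling shifts the median of all probes (by 0.99 in GMP vs PreGM), which by construction moves calls to 1 side. The share of calls that were higher went from 27.9% to 9.88% (PreMegE vs KLS), 39.5% to 10.4% (CFUe vs PreMegE), 52.0% to 19.7% (Ter119 vs CFUe), 24.6% to 3.49% (PreGM vs KLS), 38.2% to 96.5% (GMP vs PreGM), 51.7% to 8.40% (Mac1Gr1 vs GMP), 46.1% to 6.24% (CFUe vs KLS), 36.5% to 66.1% (GMP vs KLS), 46.9% to 59.2% (PreMegE vs PreGM), 44.6% to 3.86% (CFUe vs GMP) and 52.3% to 20.9% (Ter119 vs Mac1Gr1). Spi1 in Mac1Gr1 vs GMP reversed, to -0.14 (adjusted p 0.722; main 1.91), by the same shift. In Mac1Gr1 vs GMP, 276 probes were called in the opposite direction under spike-in scaling; in the other 10 comparisons 0 were. Other calls of factors that it changed were Gata1 in PreGM vs KLS (0.61) and in Mac1Gr1 vs GMP (-2.40), Gata2 in CFUe vs KLS (-1.48), CFUe vs GMP (0.18) and Ter119 vs Mac1Gr1 (0.88), and Spi1 in PreGM vs KLS (0.62) and GMP vs PreGM (1.24). The slide block changed Gata1 in PreGM vs KLS (0.92) and GMP vs KLS (-1.17), and Spi1 in PreMegE vs KLS (-0.66); the cause was not tested.

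Same-numbered arrays of different fractions had residual correlations from -0.43 to 0.37 (median 0.00253), and 21 of 63 pairs exceeded 0.1. Pooled over all fractions, the numbers therefore do not pair the arrays. A link by number within some fractions stays open. In both CFUe and PreGM, replicates 1 and 2 carried Xist and replicate 3 carried Y-chromosome transcripts. The macrophage list fell from replicate 1 to replicate 3 in KLS (1.96, 1.20 and 0.67) and PreMegE (-3.15, -3.22 and -4.31), and in no other fraction. The replicate block gave, for example, 3682 probes in PreMegE vs KLS and 3062 in GMP vs PreGM. It changed the call of Ctsg in Ter119 vs Mac1Gr1 (1.19, adjusted p 0.0399) and of none of the other 119 named gene results tested.

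Of 120 named gene results, 118 had the same call under quantile scaling and under the series table, 115 under normexp, 115 under the slide block, 116 under the sex-chromosome block and 110 under spike-in scaling. Leaving out arrays gave the same call in 713 of 720. The 120 results include the largest changes, which were chosen from these data as called and without overlap between the fractions. Every call that changed was of a factor or another gene listed in advance. These shares therefore overstate how often a call held for genes not chosen by their change. In CFUe, Spi1 was well above background on 1 of 3 arrays, so its changes there rest on signal near background.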

Other observations

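The counts of other splits were planned; the tests of the leukocyte, macrophage, replicate 3, sex-chromosome, immediate early and spike-in patterns were all chosen after the results had been seen.

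Of the 10 splits of the 6 arrays in each comparison, 1, the real one, gave as many probes called, in all 11 comparisons; the largest count from another split was 117, for GMP vs PreGM. For both signatures in PreMegE vs PreGM, 1 of 10 splits gave a median as large. Chance cannot be excluded by 10 splits. Of 100 regroupings of the 21 arrays, 1, the real one, gave as many probes in the F-test (27963; next 15571). Of 100 regroupings of the 9 KLS, CFUe and GMP arrays, 3 gave as many erythroid signature probes (another regrouping gave 2983). For the myeloid signature 2 gave as many (another gave 2638), and for the shared loss 3 did (another gave 3007). Chance is therefore excluded for these at 0.05. For the shared gain 6 of 100 gave as many, so these regroupings do not exclude chance there. They mix fractions that differ, and another regrouping gave 3463 such probes; fractions simulated without any change gave at most 1.

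Ter119 arrays carried transcripts of several leukocyte lineages. Levels of S100a8 (10.57 ± 0.20, SD, n = 3), Ltf (9.11 ± 0.04) and Vpreb3 (6.36 ± 0.32) stood far above those in CFUe (0.62, -2.67 and -1.40). Of the 12 granulocytic and 9 B cell genes, 8 and 6 were well above background on all CFUe arrays, and none is on another of these lists. The median change from CFUe was 9.34 for the granulocytic list, 5.54 for the 9 B cell genes, 4.82 for the 8 T cell genes (7 called higher) and 4.68 for the 8 mast cell or basophil genes (4.10 with genes at their bound, 7 called higher). Scaling is argued against, since the median of the granulocytic and B cell lists was still 5.51 with spike-in scaling. Of 539 probes that mark Mac1Gr1 (by at least 4 on the log2 scale over KLS, PreMegE, PreGM and GMP), 97.8% were called higher in Ter119 than in CFUe, against 49.0% of 3947 other probes at the same CFUe level. A first version that also required the probes to be low in CFUe, which favours the outcome, gave 99.0%. Over the marking probes Ter119 lay below Mac1Gr1 by a median of -2.34 (quartiles -2.64 and -1.92; -3.06 with spike-in scaling). RNA from leukocytes in the sorted fraction may therefore contribute to Ter119. It is not a simple share of Mac1Gr1 cells, since all 9 B cell genes were higher in Ter119 than in Mac1Gr1 on every array (8 of 9 with spike-in scaling). Chance would part 3 arrays from 3 for 10% of genes if the fractions were alike, but 42.0% of probes were called between these 2. In limma 9 of the 9 B cell genes were called, and 4 with the sex-chromosome block. True expression in Ter119 cells was not tested separately.

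KLS arrays carried macrophage transcripts. Cd5l stood at 3.39 ± 0.75 (SD, n = 3), C1qa at 1.82 ± 0.67 and Hmox1 at 3.79 ± 0.71, against -3.09, -4.77 and -0.74 in PreGM. Of the 12 listed genes, 10 were higher on every KLS array than on every PreMegE, CFUe, PreGM and GMP array. Chance would give this for 0.220% of genes if the fractions were alike, but 94.7% of the probes tested differed among the fractions. The share over all probes was not counted, so the 10 genes cannot be set against it. Of the 12, 7 were well above background on all PreGM arrays. Their median change to PreGM was -4.94 (-4.34 with genes at their bound), and -5.56 with spike-in scaling, which argues against scaling. Of the 12 genes, 11 ranked the 3 KLS arrays in the same way, where 2 are expected in a given order by chance, and their median SD was 0.739 against 0.208 for all probes. RNA from macrophages in the sorted fraction is a candidate explanation, since a varying share of such cells would move these genes together; genes regulated together within KLS cells would do so too. This bears on the falls of Vcam1, C1qc and Fcna from KLS.

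CFUe replicate 3 and PreGM replicate 3 stood apart from replicates 1 and 2. The granulocytic list had a median of -0.98 on CFUe replicate 3 against -3.72 and -3.37, and of 2.49 on PreGM replicate 3 against 0.42 and 0.31. A mislabelled sample is argued against, since 2 of these 2 arrays correlated best with an array of their own fraction. Myeloid progenitor RNA in CFUe replicate 3 was tested with 145 probes that mark PreGM over PreMegE. Of these, 54.5% were highest in replicate 3, against 44.8% of other probes at the same CFUe level, a margin too small to decide for 1 array. A first version chose the probes as low in CFUe replicates 1 and 2 and gave 76.6%, a choice that favours the outcome. On the same CFUe arrays, 38.9% of 507 Mac1Gr1-marking probes and 70.0% of the 50 brightest of them were highest in replicate 3, so granulocyte RNA stays open there too. Mature granulocyte RNA in PreGM replicate 3 was first tested with all 508 Mac1Gr1-marking probes, of which 48.4% were highest in replicate 3, under the 50% set for the test (all probes, 38.4%). The test was then changed to the 50 brightest of them, because 42.9% of the 508 were not well above background on PreGM replicates 1 and 2, and gave 66.0%. As the versions differ and the second was chosen after the first fell short, granulocyte RNA stays open. Both arrays also differ from replicates 1 and 2 in their sex-chromosome transcripts.

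Xist stood between 3.95 and 5.66 on 10 arrays, and between -7.43 and -4.46 on the other 11, where the mean of 4 Y-chromosome genes lay between -0.47 and -0.16 (at most -6.38 on the 10). The 10 arrays were all of GMP and Mac1Gr1 and replicates 1 and 2 of CFUe and PreGM; KLS, PreMegE and Ter119 were all among the 11. Animals of both sexes, not mixed within an array, would give either Xist or at least 3 of the 4 Y genes well above background. That was so on 20 of 21 arrays. CFUe replicate 3 had both, but its Xist level of -4.46 was near background and far below that of the 10 arrays, so an unmixed origin stays open. Sex and fraction are therefore largely confounded, and the labels name no sex. With a block for these transcripts, which only CFUe and PreGM can estimate and which carries anything else that sets their replicate 3 apart, 4775 of the 6408 probes in GMP vs KLS and 10107 of 12393 in Ter119 vs Mac1Gr1 were still called.

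The 12 immediate early and heat shock genes had array medians of 5.34 ± 0.44 (SD, n = 3) in KLS and 5.78 ± 0.18 in PreMegE, against 2.53 ± 0.42 in CFUe, 3.67 ± 0.04 in PreGM, 3.07 ± 0.07 in GMP and 4.09 ± 0.19 in Mac1Gr1. Their median change from KLS to PreMegE was 0.39 (-0.07 with spike-in scaling), and 11 were called higher in KLS than in GMP. With the sex-chromosome block, which only CFUe and PreGM estimate, 12 of 12 were called higher in KLS than in GMP. Replicate 3 of these 2 fractions, with Y-chromosome transcripts, was not higher than replicates 1 and 2. Its median was 2.05 against 2.83 and 2.71 in CFUe, and 3.64 against 3.71 and 3.65 in PreGM. A batch that raised these genes on every array with Y-chromosome transcripts is therefore argued against as the whole cause. Ter119, which also carries Y-chromosome transcripts, had a median of 2.44. Handling before lysis could not be tested, as fraction and handling are not told apart by the labels.

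The 75th percentile stood low against the spike-ins in Ter119, by -2.37 on the log2 scale relative to KLS. A few probes taking most of the signal could produce this, and the 10 brightest probes did hold 12.7% ± 2.30 (SD, n = 3) of the signal in Ter119 and 4.25% ± 0.27 in KLS. The total signal over the spike-ins was lower too, by -1.88, which argues against that as the whole cause. A lower amount of messenger RNA in the labelled total RNA stays open.

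The labels give CFUe and PreGM the same antigens and call the intermediate progenitors positive for Sca1. Ly6a, which encodes Sca1, stood at 2.61 ± 0.17 (SD, n = 3) in KLS, -3.12 ± 0.22 in PreMegE, -5.80 ± 1.20 in CFUe (well above background on 1 of 3 arrays), -0.27 ± 0.10 in PreGM and 2.13 ± 0.03 in GMP. Eng (CD105) stood at 2.49 ± 0.11 in CFUe and 1.72 ± 0.04 in PreGM, and Slamf1 (CD150) was well above background on all 3 arrays of KLS and PreMegE only. These are transcript levels, and no explanation was tested.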
